# Elucidating the Influence of Chromosomal Architecture on Transcriptional Regulation in Prokaryotes – Observing Strong Local Effects of Nucleoid Structure on Gene Regulation

**DOI:** 10.3389/fmicb.2020.02002

**Published:** 2020-09-01

**Authors:** Thøger Jensen Krogh, Andre Franke, Jakob Møller-Jensen, Christoph Kaleta

**Keywords:** bacterial nucleoid, gene co-expression, chromosomal architecture, transcriptional spilling, predicting supercoils

## Abstract

Both intrinsic and extrinsic mechanisms regulating bacterial expression have been elucidated and described, however, such studies have mainly focused on local effects on the two-dimensional structure of the prokaryote genome while long-range as well as spatial interactions influencing gene expression are still only poorly understood. In this paper, we investigate the association between co-expression and distance between genes, using RNA-seq data at multiple growth phases in order to illuminate whether such conserved patterns are an indication of a gene regulatory mechanism relevant for prokaryotic cell proliferation, adaption, and evolution. We observe recurrent sinusoidal patterns in correlation of pairwise expression as function of genomic distance and rule out that these are caused by transcription-induced supercoiling gradients, gene clustering in operons, or association with regulatory transcription factors (TFs). By comparing spatial proximity for pairs of genomic bins with their correlation of pairwise expression, we further observe a high co-expression proportional with the spatial proximity. Based on these observations, we propose that the observed patterns are related to nucleoid structure as a product of transcriptional spilling, where genes actively influence transcription of spatially proximal genes through increases within shared local pools of RNA polymerases (RNAP), and actively spilling transcription onto neighboring genes.

## Introduction

Coordinating the expression of functionally related genes in relation to environmental cues is pivotal for successful competition between species adapting to changing growth conditions (McAdams et al., 2004; Dillon and Dorman, 2010; Binder et al., 2016). This is evident through mutational experiments, and the optimization of gene expression is considered a fundamental driving force in evolution (McAdams et al., 2004; Seward and Kelly, 2018). Several mechanisms for optimization of co-expression are employed by prokaryotes to align and time expression of genes and to reduce energy spent on regulation, including co-regulation through association of transcription factors (TFs) and sigma factors (SFs; McAdams et al., 2004; Djordjevic, 2013). Genes related within highly defined functional groups are furthermore often organized into co-transcribed and co-regulated groups termed operons. In addition, operons and genes within less defined functional groups are further organized into larger domains (~20 kbp) of coordinated expression termed supra-operons (Junier et al., 2016, 2018).

The bacterial nucleoid requires extensive but reversible compaction to fit inside the confinements of the cell (up to >1.000 fold in length), while retaining accessibility of the entire chromosome (Krogh et al., 2018). Forces compacting the nucleoid include the association of DNA with specific proteins, transcription-induced DNA supercoiling, macromolecular crowding and entropy-driven depletion attraction, whereas the primary hypothesized expanding force is the coupling of transcription, translation, and membrane-insertion of membrane associated proteins, collectively referred to as transertion (Woldringh et al., 1995; Zimmerman, 2002; Cabrera et al., 2009; Mondal et al., 2011; Bakshi et al., 2015). Nucleoid compaction requires tight control to avoid detrimental effects on the cell during growth and division (Dillon and Dorman, 2010). In *Escherichia coli* the nucleoid is condensed during rapid exponential growth, with RNA-polymerases (RNAP) mainly located at a few highly active spatial loci (Cabrera and Jin, 2003; Cabrera et al., 2009). During entry into stationary growth phase the nucleoid of *E. coli* decondenses to cover most of the cell, with RNAP located all over the nucleoid (Cabrera and Jin, 2003). Finally, during late stationary growth, the nucleoid is highly condensed into a crystal-like structure together with the nucleoid associated protein (NAP) Dps (Frenkiel-Krispin et al., 2004; Kim et al., 2004). Based on DNA-DNA interaction studies, the *E. coli* nucleoid has been found to be divisible into four structured and two non-structured macrodomains (Valens et al., 2004). The number of DNA loops resulting from nucleoid compaction has been observed to be highly variable, between 40 and 500, with varying sizes (Postow et al., 2004; Stein et al., 2005; Dillon and Dorman, 2010). In conclusion, prokaryotes appear generally to have highly structured yet dynamically regulated nucleoids with distinct and relatively stable macrodomain conformations during optimal growth. These conformations are mainly established by supercoiled structures and binding of NAPs (Berger et al., 2010; Dillon and Dorman, 2010).

NAPs are a highly diverse family of proteins that share DNA-binding as the only unifying feature. The family includes a number of highly conserved members such as the HU family of histone-like proteins (Anuchin et al., 2011), and some species-specific members, such as H-NS and MukBEF (Dillon and Dorman, 2010; Krogh et al., 2018). NAPs generally exert their function by bending, winding, lassoing, or bridging DNA, thereby bringing distant genomic positions into close spatial proximity (Dillon and Dorman, 2010; Krogh et al., 2018). Due to the saturation of bacterial chromosomes with coding sequence, NAP binding sites often occur within transcribed regions. NAP binding at or in open reading frames may impact gene-regulatory regions, and indeed, many NAPs are considered important TFs (Dillon and Dorman, 2010). The intercellular levels of the different NAPs are highly diverse, and vary between different growth phases, underlining their roles in organizing the genome (Azam and Ishihama, 1999; Talukder and Ishihama, 2015).

Studies in eukaryotes suggest that inter-chromosomal co-expression of genes may be facilitated in part by nuclear structure, and consistent correlation can be observed across expression datasets from highly diverse conditions (Kustatscher et al., 2017). The organization of the prokaryotic genome suggests that similar relationships between co-expression of genes and nucleoid structure may be highly relevant for bacterial gene regulation (Jeong et al., 2004; Xiao et al., 2011; Weng and Xiao, 2014).

In *E. coli*, evolutionarily conserved gene pairs have been found to be located at conserved distances across multiple strains, namely at periods of 117 and 33 kbps (Wright et al., 2007; Mathelier and Carbone, 2010). Past studies in *E. coli* have investigated co-expression as a function of distance between genes over large microarray dataset collections, observing patterns, and defining periods of co-expression in *E. coli* as short-range (~20 kbps distance), medium-range (100–125 genes), and long-range (600–800 genes; Jeong et al., 2004; Mathelier and Carbone, 2010; Junier and Rivoire, 2016). Such periodic patterns, albeit with several different frequencies, have also been observed in *Buchnera* spp. (Viñuelas et al., 2007). However, such microarray studies, investigating correlations in expression change and distance, might be subject to a technical bias due to the probe design of microarray chips (Balázsi et al., 2003; Kluger et al., 2003; Koren et al., 2007).

In this study, we created and utilized RNA-seq data from defined growth phases of *E. coli*, in order to investigate the association between co-expression of genes and their relative position on the chromosome. We find recurrent sinusoidal patterns with region dependent frequencies, in correlation of pairwise expression as function of genomic distance. We investigate potential sources of the observed periodic increases in co-expression and rule out transcription-induced supercoiling gradients and operons. Furthermore, we find no immediate connection to specific binding profiles of various TFs, SFs, or NAPs. We observe that the identified patterns match existing data on DNA-DNA interaction frequencies and propose a model to explain the observed patterns through nucleoid structure and transcriptional spilling and discuss these findings in an evolutionary perspective.

## Materials and Methods

### Bacterial Growth and RNA Harvest

In order to obtain transcriptional data, RNA samples of *E. coli* BW25113 grown in rich media were purified at OD_600_ 0.2, 0.5, 1.2, 2.0, and 5.0 in duplicates, corresponding to early exponential, mid exponential, early stationary, mid stationary, and late stationary phases.

In short, 5 ml Lysogenic broth (or Luria Bertani broth; LB for short) w/o antibiotics were inoculated with a single colony from an ON LB agar plate with *E. coli* BW25113 and grown at 37°C ON. For each individual sample; 1 L flask containing 200 ml LB (2 L flask with 400 ml for early exponential sample) preheated to 37°C was inoculated to an OD_600_ of 0.05 and grown in a preheated 37°C water-bath with ~160 rpm aeration. OD_600_ was controlled regularly to confirm that culture was in the growth phase of interest. At the wanted OD_600_ 100 ml culture (200 ml for OD_600_ ~0.2) was flash-frozen using liquid nitrogen, spun down at >15.000 RCF for 10 min in a −4°C precooled centrifuge. Supernatant was removed and pellets stored at −80°C for no more than 5 days, before RNA purification.

RNA purification was done using chloroform-phenol extraction, on all samples individually. In short, cell pellets were resuspended in phenol (pH ~4.5) and chloroform before heated to 80°C for 2 min under vigorous shaking. The aqueous phase was extracted and transferred into 10x volume of −20°C cold 96% ethanol and left at −20°C for 20 min for RNA precipitation. Solution was spun down at 15.000 RCF for 1 h at −4°C. Solution was removed and RNA-pellet dried and left at −80°C.

RNA-library preparation and sequencing were outsourced, following the TruSeq Stranded Total RNA standard protocol from Illumina, using a HiSeq4000. Raw data has been deposited at the national center for biotechnology information (NCBI) gene expression omnibus (GEO) database under the accession number GSE153815.

### Computing the Pearson Correlation Between Bins Expressional Profiles and Estimate Periodicities Within

RNA-samples were sequenced using a Hi-seq 4,000, as 2x75bp paired-end reads. Raw reads were mapped to *E. coli* BW25113 (NZ_CP037857.1) or *E. coli* MG1655 (NC_000913.3), respectively, using Bowtie2 with local mapping settings (--local). Sequence alignment map (SAM)-files were converted to bam, sorted, and indexed using Samtools (v.0.1.19).

To avoid gene length bias, 500 bp wide genomic features were created, spanning the entire genome. Genome coverage were calculated for all features, using the Rsubread (v.2.2.4; Liao et al., 2019), for each sample respectively, and normalized to fragments per million. Due to differing ribosomal RNA (rRNA)/transfer RNA (tRNA) depletions between the causing bias in the normalization, all bins associated with rRNA/tRNA/transfer-messenger RNA (tmRNA) expression were nulled (based on genome annotations: ASM584v2 and ASM435510v1). Furthermore, all correlation values related to any bin associated with rRNA/tRNA/tmRNA computed were substituted with an empty value. Biological duplicates averaged into single datasets for each growth phase. Finally, correlation of expressional change between bins were calculated for all possible combinations of bins using the R (v.3.6.3) built-in correlation function cor() with arguments use = “complete.obs” (Figure 1A).

**Figure 1:**
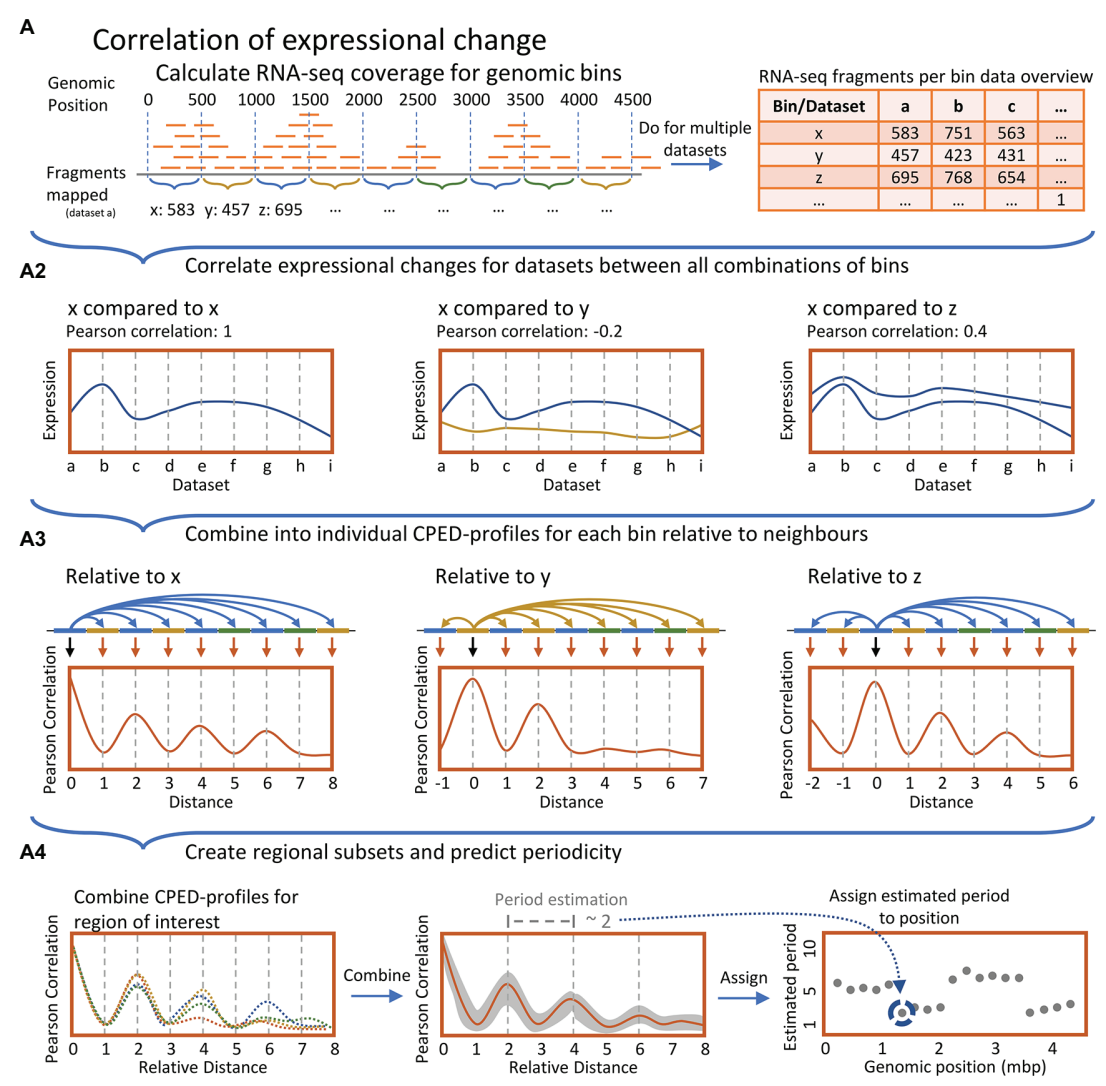
**(A)** Simplified data processing overview. Top panel: For all datasets, genomic coverage of RNA-seq data were calculated and summed for 1,000 bp genomic bins sliding at 500 bp. **(A2)**: Pearson correlation coefficients were computed relative to pairwise expression over all datasets between all bins. **(A3)**: Correlation coefficients for individual genomic bins relative to all neighbors were combined, yielding individual Expressional Correlation relative to Distance Profiles (CPED-Profiles) for all genomic bins, individually. **(A4)**: Multiple CPED-profiles were combined and averaged for bins within genomic regions of size 400 kbp. Subsequently, recurring periodicities were predicted through a Lomb-Scargle periodogram analysis, and the most statistically significant period for each region was mapped in a plot according to the center of the genomic 400 kbp region investigated.

To investigate periodicities of Pearson correlation between bins relative to distance, the average Pearson correlation for bins within windows of 400 kbp sliding at 5 kpb across the genome was calculated. Periodicities within these averaged correlation profiles were estimated using the Lomb-Scargle periodogram analysis R-package lomb (v.1.2; Ruf, 1999). Lomb-Scargle periodogram analysis was used due to its ability to detect rhythms in noisy incomplete data and the ability to ascertain the significance of estimated peaks using PNmax (Lomb, 1976; Scargle, 1982; VanderPlas, 2018). PNmax is defined as −log(*p*-value), hence the higher PNmax, the higher the probability of the estimated periodicity being valid. The distribution of PNmax values for all estimated periodicities across the genome observed within the transcriptional data acquired in this paper was compared to the PNmax distribution for estimated periods within 400 randomized datasets (Supplementary Figure S2). In short, data was randomized by assigning all genomic bins random unique genomic positions, followed by Lomb-Scargle periodogram analysis as described above.

### Transcriptional Factor, NAP Enrichment, and Sigma Factor Enrichment

Data from RegulonDB were used. Only TFs, NAPs, and SFs associated with more than a total of 20 genomic bins (+/− 500 bp of regulatory targets) were analyzed. Regulatory targets of TFs and SFs were obtained from RegulonDB (Release: 10.7 Date: 05/04/2020; Huerta et al., 1998; Santos-Zavaleta et al., 2019).

### Chromosomal Conformation Capture Comparison

For the investigation of any relation between DNA-DNA interaction frequencies and correlation of pairwise expression of genomic positions processed data from Lioy et al. (2018) were acquired from GEO database, accession GSE107301. Genomic bins used by Lioy et al. (2018) were 5 kbp wide, hence for this part correlation was calculated between bins of the same size, 5 kpb, created as described in 6.2.

### General

#### Software

All data were aligned to *E. coli* K-12 substrain BW25113 (Version NZ_CP037857.1), using Bowtie2 (v.2.3.5.1; with --local; Langmead and Salzberg, 2012) *via* whole genome sequences retrieved through the NCBI Nucleotide database. The output SAM files were converted to Binary Alignment Map (BAM) files and subsequently sort and indexed using Samtools (v.1.10; Li et al., 2009). Initial visual verification of data was done using SeqMonk (v.1.45.4). Fragments were mapped to 500 bp genomic bins using the R-package Rsubread (Liao et al., 2019). For data analyses, *R* was used. R-Packages: For general data tidying and wrangling the tidyr and reshape2 were used. Plots and data-visualizations were made using ggplot2 (Wickham, 2016). For general file and data manipulation Bash, Python, and Powershell was used. Explanatory figures made in power point.

#### Other Species

To investigate the presence of periodic patterns in other species, RNA-seq as raw fastq data from the NCBI GEO database was retrieved and analyzed as described in 6.2 top section, see Figure 1A. Data used from *Streptococcus sanguinis SK36* (Data from BioProject PRJNA381491 available at GEO database; El-Rami et al., 2018), and *Listeria monocytogenes* (Data from BioProject PRJNA270808 available at GEO database; Tang et al., 2015).

## Results

### Genomic Co-expression Correlates in Periodic Patterns

Transcription is highly regulated, with the main component of the transcriptional machinery being the RNAP (Saecker et al., 2011). The RNAP scans for promoters in a three-dimensional Brownian diffusion, where it stochastically binds and releases accessible DNA stretches until a matching promoter region is recognized and transcription is initialized (Wang et al., 2013). The bacterial nucleoid is a highly structured macromolecule that dynamically changes spatial organization in response to changing growth conditions (Valens et al., 2004; Cagliero et al., 2013). Interestingly, the distribution of RNAP across the nucleoid also changes dramatically during different growth conditions, suggesting a possible link between nucleoid structure and transcription regulation (Jin and Cabrera, 2006). The link is further underlined by the impact spatial proximity has on the efficiency of regulation *via* TFs (Pulkkinen and Metzler, 2013). An unbiased comparison of co-expression, of otherwise functionally unrelated genes, across different datasets obtained under different growth conditions, may highlight common co-expression patterns.

Previous studies investigating patterns in co-expression have been based primarily on micro-array data. However, as early studies have revealed a risk of microarray design bias in this type of study (Supplementary Figure S1; Jeong et al., 2004; Xiao et al., 2011; Junier and Rivoire, 2016), we created transcriptomic data based on RNA-seq (materials and methods). In addition, previous studies either investigated entire large databases of micro-array data or only a few seemingly arbitrarily chosen datasets, without taking growth-specific changes to the nucleoid into account, possibly missing important structural features due to noise (Jeong et al., 2004; Xiao et al., 2011; Junier and Rivoire, 2016). Lastly, some of the previous studies erroneously consider distance as ordinal, by gene order, rather than numeric, by genomic position, leading to a misleading interpretation of period in the context of genomic distance (Supplementary Figure S1). To determine the potential effect of nucleoid structure in co-expression patterns, we investigated data from few, but well-defined growth phases, with reported changes in nucleoid compaction state (i.e., between exponential and stationary growth). This was done in order to obtain maximum dataset variation in both changes in expression and nucleoid structure (Krogh et al., 2018). This way patterns in co-expression relative to genomic position can be related to changes in nucleoid structure when moving from highly to less condensed nucleoids.

In order to investigate distance determined co-expression patterns, the acquired transcriptomic data was divided into bins of 500 bp in size. 

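RNA was sequenced from E. coli BW25113 grown in LB at 37°C and harvested at OD600 0.2 (early exponential), 0.5 (mid exponential), 1.2 (early stationary), 2.0 (mid stationary) and 5.0 (late stationary). Each growth phase was sampled in 2 cultures, which gave 10 libraries. The authors mapped 2x75 bp paired-end reads to the BW25113 genome with Bowtie2 and counted fragments on 500 bp features with Rsubread. They nulled the bins with rRNA, tRNA and tmRNA and normalized each library to fragments per 1,000,000 (FPM). The deposited table holds 9250 bins for each library. Each value is the sum over 1000 bp, and neighbouring bins start 500 bp apart, so that they share 500 bp and each fragment counts in 2 bins. The overlap was tested on the values of 1347 stretches of 3 to 39 bins between bins at 0, where the alternating sum of overlapping bins has to be 0. Within a tolerance of 0.0002 FPM for each bin, it was 0 in 1285 of them, and in 180 after the bins of each stretch were shuffled. In the deposited table, 84.6% of the 92500 values had lost their decimal mark to dots set between groups of digits, so that 76423 values could be read in 2 ways. The reading that fell on a step of 0.01 fragment of its library settled 81.8% of these values. A further 13896 values were settled by the duplicate or the neighbouring bins, and 297 values were changed so that overlapping bins added up. On a simulated table of the same size, this procedure restored 99.9% of the values. That table was drawn from the restored values, in steps of 0.5 fragment, so the likeness of duplicates and neighbours was built in. It therefore does not test the 13896 real values settled by them. The restored values of a library summed to between 999863 and 1000523. The value of a single fragment gives the depth of each library, counted outside the nulled bins. It was 1690941 and 1048802 fragments in the duplicates at OD 0.2, 1422497 and 1488611 at OD 0.5, 1243599 and 559038 at OD 1.2, 544912 and 346802 at OD 2.0, and 164623 and 219940 at OD 5.0. Depth thus fell from OD 0.5 onwards together with the growth phase. Fragments of rRNA, tRNA and tmRNA are not counted in it, and the paper states that depletion of rRNA and tRNA differed. Whether less was sequenced at the later phases therefore cannot be told. The 180 bins at 0 in all 10 libraries lay in 47 runs, 7 of them 12 bins or longer, and were left empty, which left 9070 bins. From these values, duplicates were averaged for each growth phase, and Pearson correlations between bins were computed over the 5 phase means on the linear scale. CPED-profiles were averaged over the bins of a region at distances up to 200 kbp on either side, on a circular chromosome and without distances of 0.5 kbp or less, where bins overlap. Lomb-Scargle periodograms tested periods from 10 to 70 kbp in steps of 0.25 kbp, and PNmax is the highest normalised power.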

Subsequently changes in expression, induced by a change in growth phase, were compared between all possible combinations of these genomic bins and the correlation coefficients of pairwise expression were related to the distance between bins (Figures 1A-top panel, A2). This yielded a Correlation of Pariwise Expression relative to Distance Profile (CPED-Profile) for all bins, respectively (Figure 1A3). 

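Changes in expression between the 5 growth phases were tested with limma's F test on log2(value + 1), with Benjamini-Hochberg adjustment over the 9070 bins. Log2 changes are on this scale, which understates the changes of bins with low values. At an adjusted p of 0.05, 6057 bins (66.8%) changed between growth phases. In limma's test of OD 5.0 against OD 0.2, adjusted the same way, 2343 bins were higher and 2042 were lower at OD 5.0. Values are relative to the total of a library. The 10 highest bins of each library took 35.6% and 36.1% of the summed values at OD 5.0, against 11.1% and 12.3% at OD 0.2. This leaves a smaller share to the other bins at OD 5.0, and the numbers of higher and lower bins were not corrected for it. Without replicate 1 of OD 0.2, the number of lower bins was 1339. Neighbouring bins overlap, and with every second bin alone, an alternative chosen after the data were seen, 3030 of 4535 bins changed. The largest rises and falls are given for bins whose duplicates at OD 5.0 lay on one side of both duplicates at OD 0.2. The table pairs no bin with a gene. Fold values below come from fragments pooled over duplicates, and their 95% exact Poisson intervals and limits cover counting error only. On this scale, the largest rise was in the bin from 1064001 to 1065000, with a log2 change of 10.74 (SE 0.25, n = 2 libraries per phase, adjusted p = 5.63e-07 from limma's F test). Its value was 2.96 and 2.62 FPM in the duplicates at OD 0.2 and 7356 and 5660 at OD 5.0, a 2258-fold rise (interval 1380 to 3991). The bin from 1565001 to 1566000 had a log2 change of 10.57 (SE 0.36, adjusted p = 7.14e-07 from limma's F test) and its highest values, 5189 and 6202, at OD 2.0. It rose 3488-fold (interval 1284 to 14448). The bin from 1564001 to 1565000 had a log2 change of 10.47 (SE 0.41). It held 3 fragments in the duplicates at OD 0.2 together, and its rise was 3854-fold with an interval from 1318 to 18699. The largest fall was in the bin from 2800001 to 2801000, with a log2 change of −6.64 (SE 0.36, adjusted p = 1.49e-05 from limma's F test). Its value fell from 150.0 and 144.1 at OD 0.2 to a value worth 0.4 fragment and to 0 at OD 5.0, so that it was at least 37.9-fold lower against a limit of 3 fragments. The overlapping bin from 2800501 to 2801500 was at least 25.9-fold lower. The bin from 2612001 to 2613000 was at 0 in both libraries of OD 5.0 and at least 15.1-fold lower. The order depends on the pseudocount. With 0.1 in place of 1, the bin starting at 1565001 had the largest rise of these bins (log2 change 12.66) and the bin starting at 2612001 the largest fall (−9.19). Across bins, which are not independent replicates, the Pearson correlation of log2(value + 1) between duplicates was 0.982 at OD 0.2, 0.979 at OD 0.5, 0.975 at OD 1.2, 0.964 at OD 2.0 and 0.913 at OD 5.0. Between libraries of different growth phases it lay between 0.644 and 0.939, the latter between OD 0.5 and OD 1.2 and above that of the duplicates at OD 5.0. In bins with at least 20 fragments, the variance between duplicates was 2.79 times the sampling noise at OD 5.0 and up to 10.6 times at OD 0.5. For a like spread between cultures this ratio grows with depth, so it does not rank the growth phases. With a pseudocount of 0.1 in place of 1, the lowest correlation between duplicates was 0.826.

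**Figure D1:**
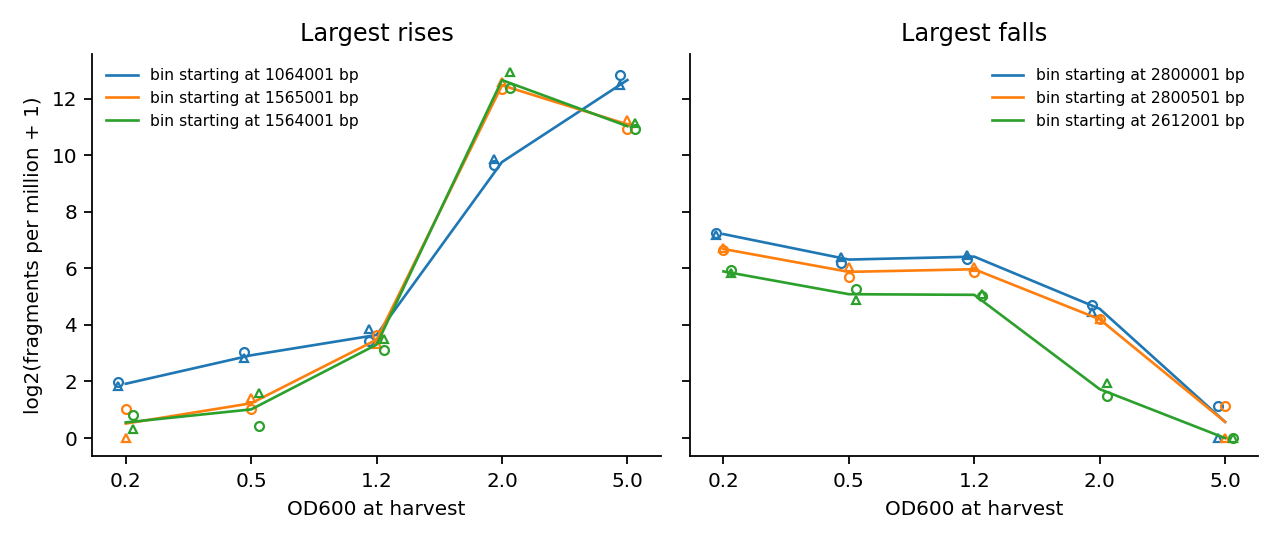
Expression of the 3 bins with the largest rise (left) and the 3 with the largest fall (right) on the log2(FPM + 1) scale against OD600 at harvest, with the phases evenly spaced. Circles are replicate 1, triangles replicate 2 and lines the mean of both, and 2 of the rising bins peak at OD 2.0 while the falling bins lie near 0 at OD 5.0.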

Periodic patterns in the data were analyzed by combining CPED-profiles for all bins within a given genomic window followed by an estimation of the observed wavelength of the averaged profile. Wavelength estimation was conducted by use of Lomb-Scargle least-squares frequency periodogram analysis (Figure 1A4; Lomb-Scargle for short. See methods; Lomb, 1976; Scargle, 1982; Ruf, 1999; VanderPlas, 2018).

In brief, the Lomb-Scargle method compares modeled sine/cosine frequency functions within a defined window of possible frequencies, to the experimental data and estimates the goodness of fitness by computing the least-squares. Hence, each specific region has unique estimates for all frequencies within the arbitrarily chosen range of 10–70 kbps. In Figure 2, the frequency with the highest fitness is reported for each specific region. However, we note that there may be sub or super frequencies in each region with almost as high estimated fits, explaining the abrupt changes in highest estimated period. The wavelength estimations across the entire genome (Figure 2-top panel) shows multiple large regions with a conserved estimate of wavelength, somewhat matching those defined prior by Valens et al. (2004). 

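The period with the highest normalised power was taken for each of the 925 windows. Windows whose periods changed by at most 2 kbp from 1 window to the next were joined, and 9 stretches of at least 150 kbp held 614 of the windows (66.4%). Neighbouring windows share most of their bins, so such stretches are not made of independent estimates. Windows centred between 295 and 805 kbp had a median period of 58.25 kbp, and those between 810 and 1370 kbp a median period of 41.75 kbp. The median period was 32.75 kbp between 1390 and 1765 kbp, 51 kbp between 1870 and 2040 kbp, and 52.25 kbp between 2690 and 2940 kbp. It was 24.5 kbp between 3040 and 3390 kbp and 34.25 kbp between 3545 and 3830 kbp. In the last 2 stretches it was 67 kbp between 4080 and 4370 kbp and 39.5 kbp between 4375 and 4610 kbp. Over all windows the period ranged from 11.75 to 70 kbp with a median of 41 kbp. When the map was made from the replicate 1 libraries and from the replicate 2 libraries separately, the periods of a window lay within 10% of each other in 59.9% of the windows. Both lay within 10% of the period from the averaged duplicates in 56.1% of the windows.

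**Figure D2:**
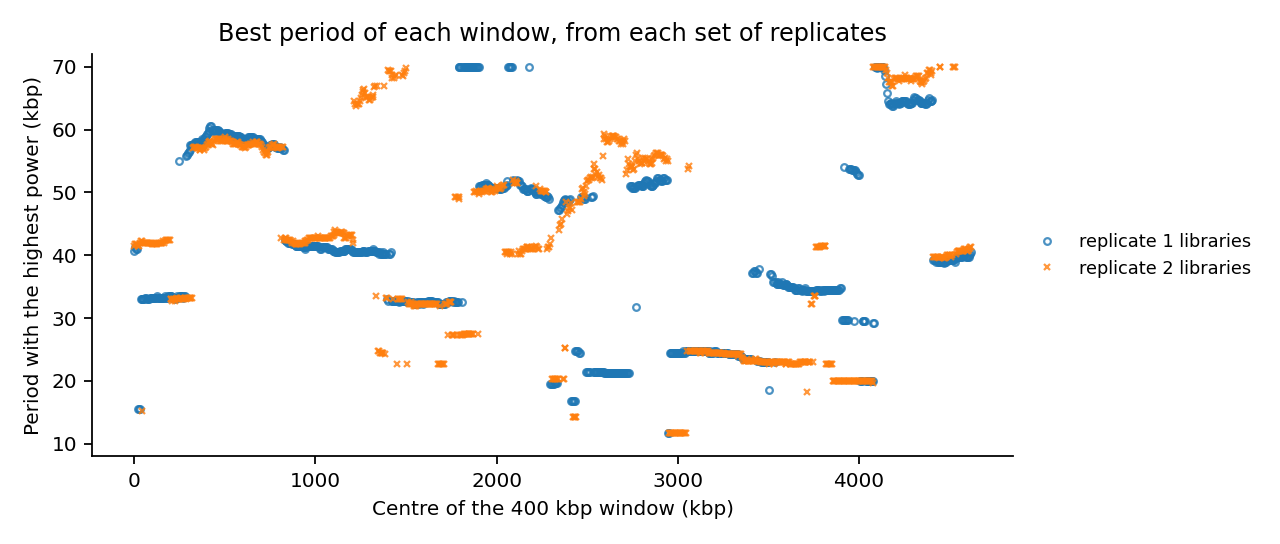
Period with the highest power (kbp) against the centre of each 400 kbp window (kbp), from the replicate 1 libraries (circles) and the replicate 2 libraries (crosses). The symbols overlie each other around 500, 1000 and 3200 kbp, among other places, and part at the rest. Periods within 10% of each other make up 59.9% of the windows.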

The regions show statistically significant periodicities estimated through PNmax defined as −log(*p*-value), as compared to shuffled genomes (Supplementary Figure S2). For example, at position 0–200 kbp, which shows a periodic pattern with an estimated period of 33 kpb, and terminus showing a roughly 35 kbp wavelength, as proposed based on *matS* domains (Dupaigne et al., 2012). This is indicative of recurring increases in co-expression for genomic bins relative to distance between bins. 

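The randomisation was repeated as the methods describe it, with 400 genomes in which every bin was assigned a random unique position. The windows of the shuffled genomes had a median PNmax of 6.87, a 95th percentile of 19.3 and a maximum of 61.5. The real windows had a median PNmax of 42.2, between 16.8 and 123, and 99.7% of them (all but 3) lay above the 95th percentile of the shuffled windows. The highest PNmax belonged to the window centred at 1000 kbp. Shuffling single bins also separates neighbouring bins. When blocks of 20 kbp were shuffled in place of single bins, which keeps the order within a block, the 95th percentile of PNmax was 127 and 0% of the real windows lay above it. With blocks of 5 kbp, 2.27% did. The windows of these genomes had a median PNmax of 55.3 with blocks of 20 kbp and 49.1 with blocks of 5 kbp. Both lay above the median of the real windows, so these shares cannot rule out a period. In a further comparison, chosen after the data were seen, the bins of each window were correlated with stretches of the chromosome displaced by 400 kbp or more. The displaced profiles had a median PNmax of 42.1, and 2.6% of the real windows lay above the 95th percentile of their own displaced profiles. With every second bin, so that bins did not overlap, 45.0% of the windows lay above the genomes with single bins shuffled. From the comparison with shuffled genomes, the paper concludes that the regions show statistically significant periodicities.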

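The 41 windows centred at 0–200 kbp had a median period of 33.75 kbp, with quartiles of 33.25 and 41.5 kbp. They fell into separate groups, with 16 windows between 33.25 and 34 kbp, 17 windows between 41.25 and 43 kbp, and 8 windows at 15.5 kbp. Their median PNmax was 27.6. The replicate 1 libraries alone gave a median period of 33.25 kbp and the replicate 2 libraries alone 42 kbp. Without replicate 2 of OD 2.0, the median period was 15.5 kbp, as it was without the growth phase at OD 1.2. The terminus was taken as the Ter macrodomain with its boundaries read from Fig. 2. Its 195 windows had a median period of 40.5 kbp with quartiles of 32.75 and 49.75 kbp, and 30.8% of them lay within 10% of this median. Each set of replicates alone gave the same median, with 20.5% of the windows within 10% of it in replicate 1 and 11.8% in replicate 2. Of these windows, 77 had a period between 32 and 33.5 kbp, 60 between 40.25 and 41.5 kbp and 51 between 49.5 and 52.25 kbp. The remaining windows had periods of 27.5 kbp (4 windows) and 70 kbp (3 windows), the latter at the upper end of the periods tested. With every second bin the median was 46.25 kbp, and with bins of a mean below 10 FPM left empty it was 32.5 kbp.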

When looking closer at specific regions, it is evident that periodicities in co-expression are present as wavelike patterns in correlation relative to distance (Figure 2-bottom panel).

**Figure 2:**
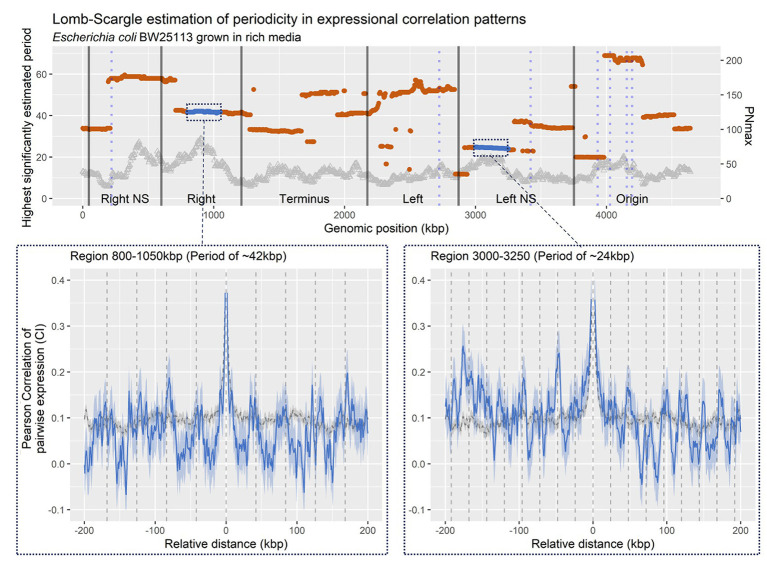
Lomp-Scargle Periodogram frequency estimation. **Top panel**: Estimated frequencies of correlation profiles at a relative distance of +/− 200 kbp, for bins within 400 kbp genomic regions, sliding at 5 kbp. Dots are positioned at the genomic region middle. Black vertical lines indicate structured and unstructured (mixed) macrodomains in *Escherichia coli* as defined by Valens et al. (Valens et al., 2004; corrected for strain BW25113 coordinates). Blue vertical lines indicate the position of ribosomal RNA (rRNA) operons in *E. coli* BW25113. Left y axis indicates PNmax [−log(*p*-value) of the estimated period], PNmax > 3, equal *p* < 0.05. **Bottom panel**: Averaged CPED-profiles of regions (blue line), or for entire genome (gray dashed), with confidence interval (CI; 95%) of true mean. **Left panel**: Region 800–1,050 kbp, within Right structured macrodomain, with a predicted period of ~42 kbp. **Right panel**: Region 3.000–3.250 kbp, within Left unstructured macrodomain, with a predicted period of ~24 kbp.

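The CPED-profile of region 800–1,050 kbp was averaged over 496 bins. Its highest normalised power, 143, was at a period of 42.25 kbp. The next separate peak was at 59 kbp with a power of 17.3. The replicate 1 libraries alone gave 41.75 kbp and the replicate 2 libraries alone 42.5 kbp. Within 2 kbp of the first 3 multiples of the period, the mean correlation was 0.0935, and within 2 kbp of the odd multiples of 0.5 period between them it was 0.0228. The difference was 0.0707 (0.0591 in replicate 1 and 0.0651 in replicate 2). These distances follow from the period chosen in the same profile, so the difference describes the wave and does not test it. The 250 kbp region starting at 3,000 kbp, also with 496 bins, had its highest power, 69.0, at 24.75 kbp and its next peak at 55.5 kbp with a power of 33.9. Each set of replicates alone gave 24.75 kbp, with a power of 113 in replicate 1 and 48.8 in replicate 2. The mean correlation was 0.120 at multiples of the period and 0.0937 at odd multiples of 0.5 period. This difference was 0.0259 and rests on the second multiple (0.173), as the mean correlation at the first (0.124) and at the last (0.0616) lay below that at the odd multiple before each (0.149 and 0.0811). The difference was 0.0617 in replicate 1 and 0.00209 in replicate 2. Against genomes with single bins shuffled, the permutation p was 0.0025 for each region (one-sided), the smallest that 400 shuffled genomes can give. With blocks of 20 kbp shuffled, the permutation p was 0.0424 for region 800–1,050 kbp and 0.367 for the region starting at 3,000 kbp. Of the profiles of the same bins against displaced stretches, a share of 0.0169 had a PNmax as high in the former and a share of 0.192 in the latter.

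**Figure D3:**
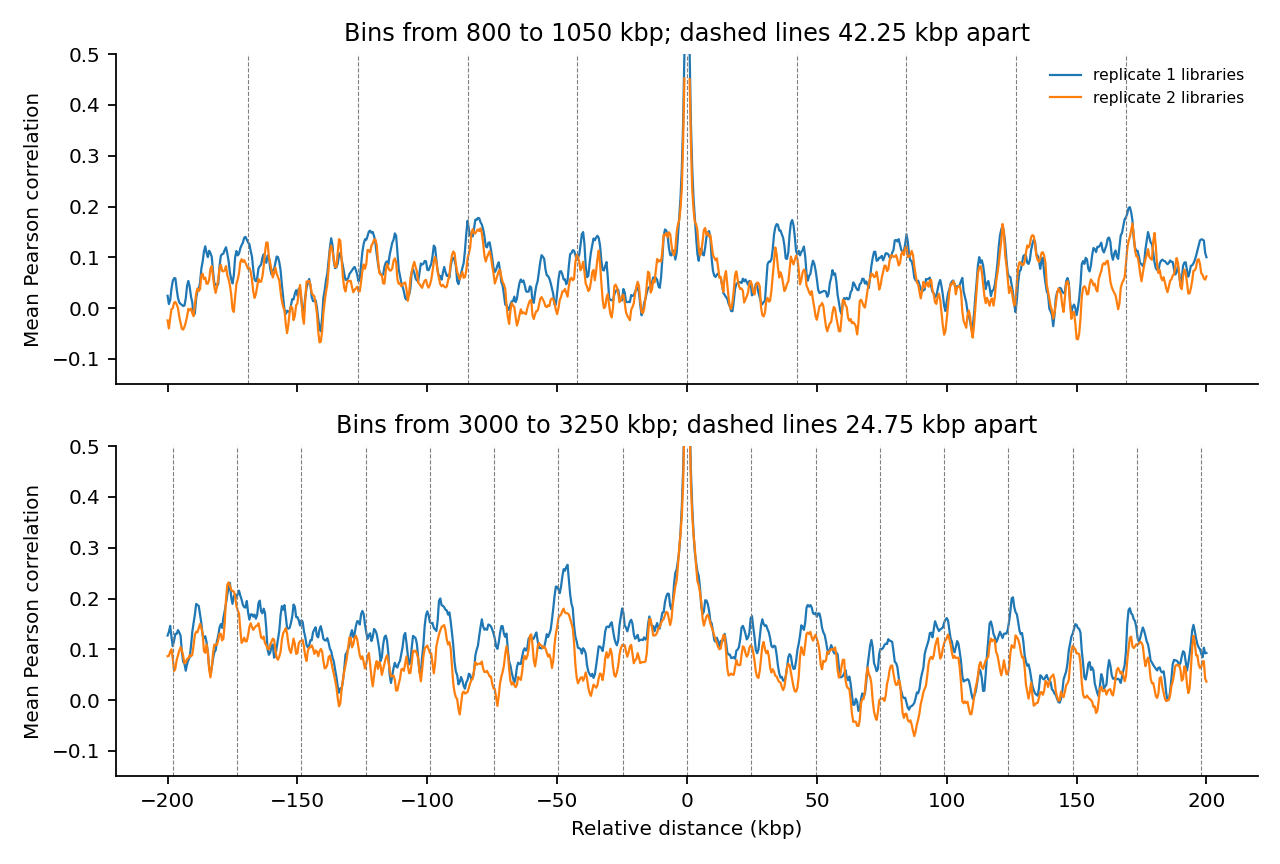
Mean Pearson correlation against relative distance (kbp) for the bins of each region, from the replicate 1 libraries and the replicate 2 libraries, with dashed lines at multiples of 42.25 kbp (top) and 24.75 kbp (bottom). Distances of 0.5 kbp or less are left out, the peak around 0 extends above the axis, and at multiples of 0.5 period the lines of both sets of replicates rise and fall together in the top panel but not throughout in the bottom panel.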

The observed change in averaged CPED-profile depending on genomic position suggests a systematic organization of the genome. Two known structural mechanisms, which could explain such high correlation in expressional change between neighboring genes are; (1) the transcriptional clustering of genes in operons or (2) the impact of supercoiling gradients created by active transcription and/or replication. However, operons can readily be excluded as the source, since only 13 operons larger than 10 kbp exist in the *E. coli* genome with the largest at 17.840 bp (RegulonDB; Operons Release: 10.6 Date: 10/04/2019; Huerta et al., 1998; Santos-Zavaleta et al., 2019). This leaves mechanism (2) to be further explored.

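Over all bins, the mean Pearson correlation fell with distance. It was 0.754 at 0.5 kbp, where bins overlap, and 0.523 at 1 kbp, 0.403 at 1.5 kbp, 0.330 at 2 kbp, 0.186 at 5 kbp, 0.120 at 10 kbp and 0.108 at 20 kbp. The SD between the replicate 1 and the replicate 2 libraries was 0.0241 at 1 kbp and 0.0118 at 10 kbp (n = 2). At distances from 100 to 200 kbp the mean correlation was 0.0883 (0.0866 in the replicate 1 libraries and 0.0690 in the replicate 2 libraries). The excess over this level fell to a share of 0.1 of its value at 1 kbp at a distance of 9.5 kbp. The replicate 1 libraries alone gave 9 kbp and the replicate 2 libraries alone 9.5 kbp, and every alternative tried for this distance gave a value from 9 to 9.5 kbp.

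**Figure D4:**
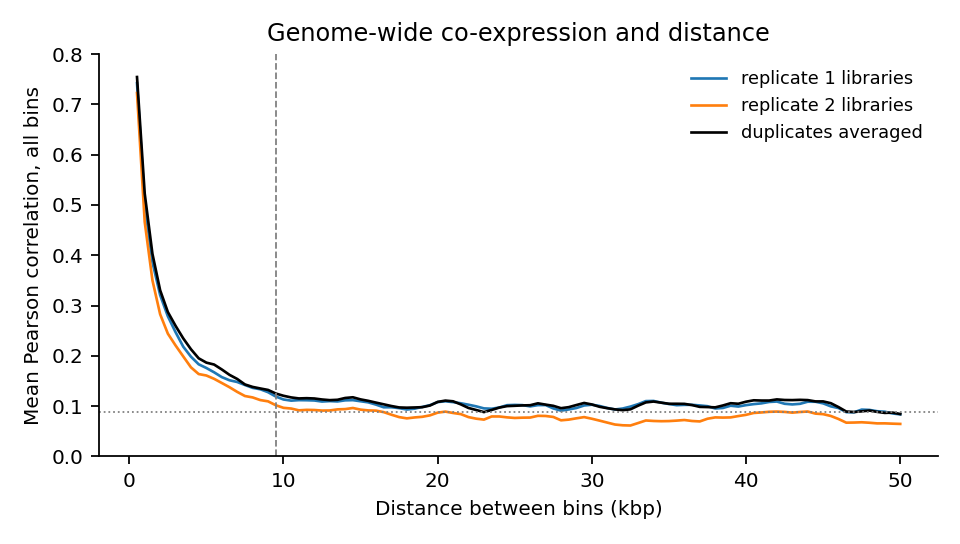
Mean Pearson correlation over all bins against the distance between bins (kbp), from the averaged duplicates and from each set of replicates alone. The dashed line marks 9.5 kbp and the dotted line the mean correlation of 0.0883 at 100 to 200 kbp in the averaged duplicates. The curves flatten beyond 10 kbp, and that of replicate 2 falls below the dotted line.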

### Patterns in Co-expression Are Independent of Transcription-Induced Supercoiling Gradients

Transcription-induced supercoiling gradients are considered a central regulatory mechanism since more than 2.000 genes in *E. coli* are sensitive to DNA supercoiling (Blot et al., 2006; Marr et al., 2008). Such gradients are generated by the accumulation of positive supercoiling in front of the transcribing RNAP, which promote expression of downstream genes, and negative supercoiling trailing the transcribing RNAP, which will inhibit transcription of upstream genes (Liu and Wang, 1987; Ma et al., 2013). Since transcription supercoiling gradients are dependent on the orientation of transcription, the distance to neighboring bins in the CPED-profiles must be analyzed relative to transcription orientation, rather than genomic position in order to investigate the potential contribution of supercoiling gradients. In order to do this, data bins were assigned an orientation according to the transcriptional direction of annotated gene(s) spanning and/or starting/ending within the bin. Bins without any assigned orientation or assigned with both clockwise and counter-clockwise orientations (relative to genomic coordinate) were discarded (~2/3rds of bins). Subsequently, all bins with a counter-clockwise orientation were mirrored to correctly indicate position relative to transcription (Figure 3A). Besides the orientation dependency, supercoiling is further related to the expressional strength. To further account for this, bins were divided into five percentiles of equal size according to their expressional strength (Figure 3B).

**Figure 3:**
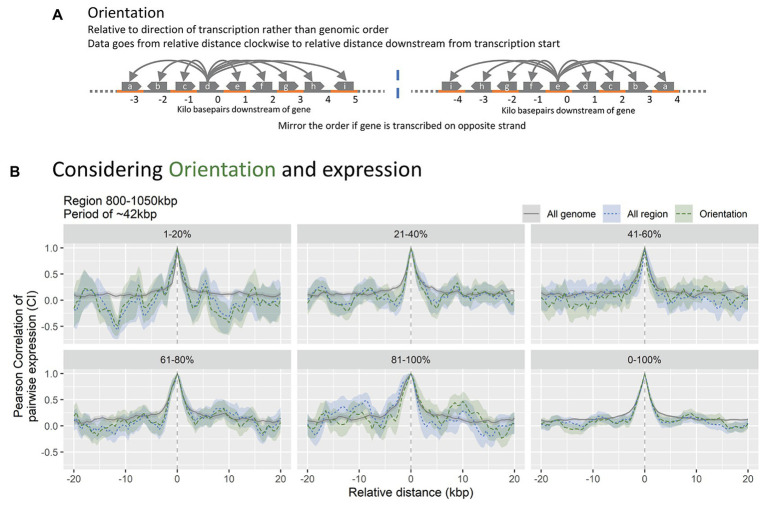
**(A)** Simplified data mutation overview. The distance variable of the CPED-profiles is converted to distance relative to transcription orientation of the bin, rather than being relative to the genomic position. Notice how the named bins change order upon mirroring, negating the original distance. **(B)** Data subsets relative to expression strength and orientation, for region 800–1,050 kbp, shown in Figure 2. Notice no significant changes to the CPED-profiles when accounting for orientation (blue vs. green).

If the contribution of supercoiling gradients to the observed gene expression patterns is significant, the expected Pearson correlation of bins aligned to transcription orientation must be high downstream, relative to interval 0, whereas negative correlation is expected upstream. We do not observe an increase in co-expression upstream of direction of transcription-oriented bins compared to non-orientated data for the region or the entire genome. The lack of changes to co-expression relative to orientation of transcription suggests that transcription-induced supercoiling gradients are relieved instantly, possibly through DNA gyrase or Topoisomerase IV (Sharma and Mondragón, 1995; Schvartzman et al., 2013). This is in accordance with observations that supercoiling gradients lack during exponential phase where the nucleoid is condensed (Lal et al., 2016). The periodic pattern within the region 800–1,050 kbp is present when accounting for orientation, indicating that transcription-induced supercoiling is not the direct mechanism behind the observed patterns (Supplementary Figure S3). The exclusion of transcription-induced supercoiling is further supported by previous observations that the influence of supercoiling generated gradients decrease over distances of roughly 10 kbp, and that it has limited propagation outside domains of 10 kbp size as well (Postow et al., 2004; Sobetzko, 2016). 

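For region 800–1,050 kbp, bins were divided into 5 classes by their mean expression over the growth phases, with class limits that divide the bins of the whole genome evenly, at 3.57, 12.8, 31.1 and 78.3 FPM. From the lowest to the highest class, the region held 58, 88, 106, 143 and 101 bins. The period with the highest power was 34 kbp in the lowest class, 43.75 kbp in the second, 42.75 kbp in the third, 41.5 kbp in the fourth and 40.5 kbp in the highest. The corresponding PNmax was 84.0, 42.6, 70.4, 131 and 55.4. Each lay above that of all 400 genomes with single bins shuffled (permutation p = 0.0025, the smallest possible, and 0.0025 after Benjamini-Hochberg adjustment over the 5 classes). Blocks of bins were not shuffled for the classes. The lowest class gave 34 kbp in the replicate 1 and in the replicate 2 libraries alone, and the difference between the highest and the lowest period of the classes was 9.75 kbp in replicate 1 and 10 kbp in replicate 2. At OD 5.0, 1 fragment is worth 3.04 and 2.27 FPM in the duplicates. The lowest class, with means up to 3.57 FPM, thus lies near the limit of counting there. Without the growth phase at OD 0.2 this difference was 21 kbp, as the second class then had a period of 20 kbp. With bins of a mean below 10 FPM left empty, it was 3.25 kbp and the lowest class had no bins.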

When accounting for expression strength, the pattern amplitudes and frequencies however seem to vary, but due to the high amount of noise it is difficult to conclude any relation to expression strength (Supplementary Figure S3).

Having investigated structural mechanisms, which could explain the observed patterns in co-expression, we turn to another well-described mechanism behind co-expression, namely TFs modulating transcription of target-genes in bulk.

### Patterns in Co-expression Are Independent of Association With Transcription Modulating Proteins

Co-expressional patterns between distantly positioned genes on the genome have historically been attributed to TFs. These are proteins that modulate transcription through association to specific motifs and/or DNA structures (Djordjevic, 2013). TFs commonly modulate groups of genes associated with distinct environmental cues. An example is fumarate and nitrate reduction regulatory protein (FNR) that mediates transition from aerobic to anaerobic conditions by inducing genes related to anaerobic metabolism, and inhibits genes related to aerobic metabolism (Salmon et al., 2003; Kang et al., 2005; Myers et al., 2013). In this section, we also consider SFs, which are proteins that mediate selective promoter recognition by the RNAP and thereby modulate transcription as well (Saecker et al., 2011; Svetlov and Nudler, 2013; Duzdevich et al., 2014). In addition, the NAPs, which confer genome structuring, are considered gene-regulatory proteins since they often have a major impact on the transcription profile (Dillon and Dorman, 2010). Thus, in the following paragraph, the term TF includes both NAPs and SFs.

To investigate the relation between high co-expression and proximity known regulatory targets of the modulating proteins, we obtained information about TF regulates from RegulonDB (TF – gene interactions and Sigma – gene interactions Release: 10.7 Date: 05/04/2020; Huerta et al., 1998; Santos-Zavaleta et al., 2019).

The co-expression was compared between different bin subsets for each type of TF, respectively (see Figure 4 panel A for visual explanation). Co-expression of bins within 500 bp on either side of a regulatory target was considered as associated with binding sites (Termed *At*). These bins were compared to bins associated with mutated mock binding sites (Termed *Between*), created by moving real binding sites to positions between real sites in a clockwise manner. These were further compared to 100 randomly generated bin-subsets of equal size to the original binding site data (Termed *Random*), and mutated data where co-expression was computed for all bins without any association to the modulating protein in question (Termed *Without*).

**Figure 4:**
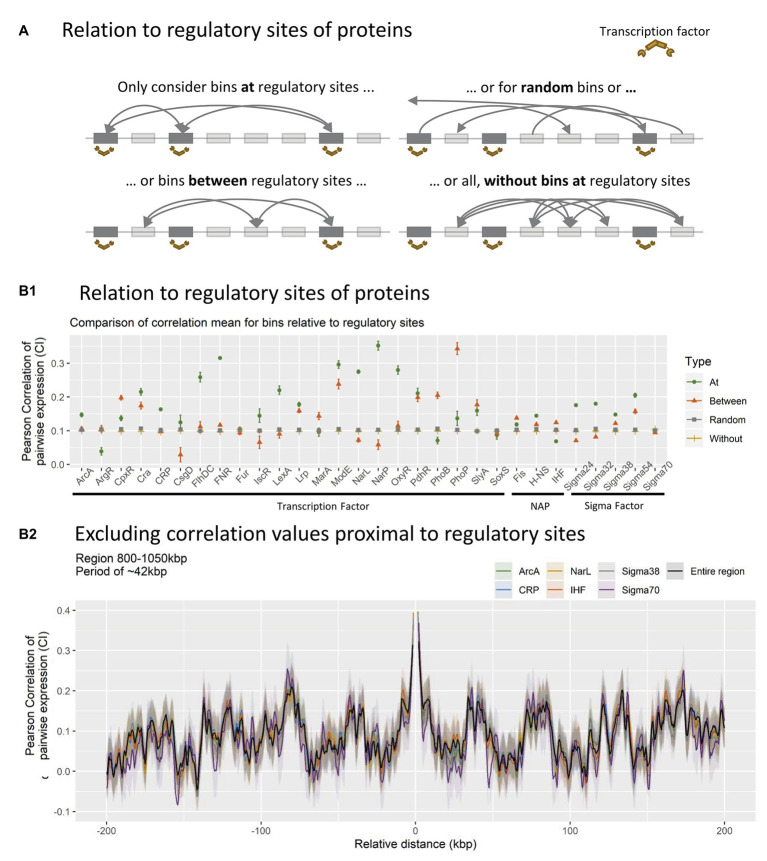
**(A)** Schematic overview of how different data subsets were created. All bins within 500 bp of nucleoid associated protein (NAP)/transcriptional factor (TF) regulatory site profiles (BS), were identified and the expressional correlation distributions was calculated for all BS-profiles individually (At). This was compared to mutated binding site profiles (between), random binding site profiles (random), and the overall distribution without the coefficients at binding sites (without). **(B)** Relation between protein binding and correlation coefficients. **(B1)**: Distributions of correlation coefficients within subsets. All bins associated with binding (At, green circle), All bins exactly between bins with associated binding (between, red triangle), average distribution of 100 random (with *N* = *N* ^At^ = *N* ^Between^) sets of bins (random, gray square), or total distribution between all bins NOT associated with binding (without, yellow line). **(B2)**: Impact of excluding bins at binding sites for TFs/sigma factors (SFs)/NAPs with more than 20 binding sites within the 800–1,050 kbp region.

The expected outcome of TF mediated co-expression would be a higher averaged correlation for bins at regulatory targets compared to all other subsets. This is indeed observed for TF’s ArcA, Cra, FlhDC, FNR, IscR LexA, Lrp, ModE, NarL, NarP, OxyR, H-NS, Sigma 24, Sigma 32, Sigma 38, and Sigma 54, suggesting that bins associated with binding of these specific TFs are indeed co-regulated during the investigated growth phases, as expected. However, this approach only identifies genome-wide co-expression of bins and does not sufficiently account for the observed periodic patterns in co-expression observed locally.

To investigate the impact of TFs at the local genome scale, bins associated with TF regulation were excluded from the averaged CPED-profile. This way any impact on co-expression conferred by the TF would be eliminated, and a diminished pattern would be expected in the case of TF binding impacting the observed periodic patterns. Six of the 32 TFs investigated were associated with more than 20 bins (of 500 possible) within the specific region shown in Figure 4B2 and were chosen for analysis. None of the six TFs show major impact on the observed periodic pattern after exclusion of TF-associated bins. The lack of major changes to the periodicity, indicates that TF association is not the primary mechanism behind the observed patterns. Hence the patterns in co-expression might emerge through a less known, but perhaps fundamental mechanism, which depends solely on the spatial structure of the nucleoid. The lack of major changes when excluding NAPs does not exclude the possibility of their involvement in the observations through genome structuring; it does simply indicate that their regulatory impact is not significant for the periodicities in transcription.

### Transcriptional Spilling, Expression Strength, and Correlation Pattern of Expression Change

The observed patterns in expressional change cannot be accounted for by expression modulation through protein binding (Figure 4), operon structure, or transcription induced supercoiling gradients, suggesting a more fundamental mechanism (Figure 5). This notion is further supported by observations of periodicities in correlation of expressional change and distance between positions of the genome in RNA-seq data (Figure 6C) from both *S. sanguinis SK36* (Data from BioProject PRJNA381491 available at GEO database; El-Rami et al., 2018), and *L. monocytogenes* (Data from BioProject PRJNA270808 available at GEO database; Tang et al., 2015). We thus speculate that the mechanism is related to the fundamental parts of the transcriptional machinery and nucleoid structure.

RNAP searches for promoters in a three-dimensional Brownian diffusion, and binds stochastically onto accessible DNA stretches until a promoter matching the associated SF is recognized (Saecker et al., 2011; Wang et al., 2013). In a condensed DNA structure, distant genomic regions may be brought within close spatial proximity, enabling the RNAP to readily diffuse between regions, thus sharing the same local pool of RNAP. Gene induction will recruit RNAP and increase the local concentration, which in turn increases the transcription initiation rate of genes in close spatial proximity. This will effectively create co-expression (Figure 5) and is visible as condensed RNAP foci during optimal growth in *E. coli*, where especially the rRNA operons are spatially clustered (Cabrera and Jin, 2003).

**Figure 5:**
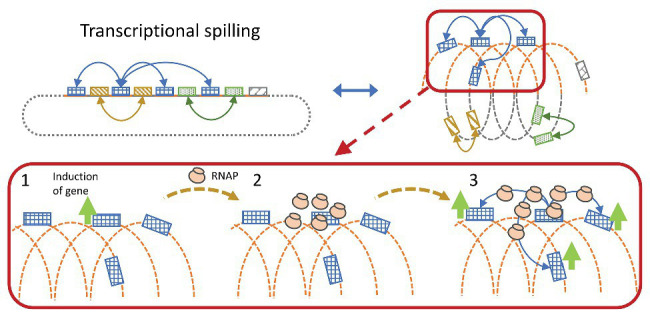
Simplified illustration of transcriptional spilling. Genes far from each other in the linear genome may be spatially close due to compaction of the genome. Gene induction leads to RNA polymerase (RNAP) recruitment, whereby the increase in local concentration of RNAP might spill onto spatially close genes increasing the chance of successful gene transcription initiation.

According to the transcriptional spilling hypothesis (Krogh et al., 2018), sharing an RNAP pool in an expanding nucleoid will cause the expression of all genes at the specific RNAP pool to drop at a similar rate. Given that the distance between the genes will increase, diluting the RNAP pool and reduce the chance of transcription initiation, and vice versa in a condensing nucleoid. This will cause spatially close genes to exhibit high correlation in pairwise expression over the cause of datasets where the nucleoid structure is modulated. If the change in distance occurs faster than the sampling rate, the pattern would be less obvious due to more noise originating from stress induction. However, if the structural changes are slowly induced within regularly structured DNA-regions, the mechanism would effectively be observable as periodic co-expressional patterns relative to distance.

If the observed sinusoidal patterns in expressional correlation are related to nucleoid structure, we hypothesize that they should match existing observations of the topology of the bacterial nucleoid. Furthermore, periodic patterns should be observable within all biological systems with nucleotide macromolecules. To test this hypothesis, the relation between DNA-DNA interaction frequencies and correlation of pairwise expression of genomic positions was investigated. The spatial proximity of DNA was determined through Chromosomal Conformation Capture (3C) data of *E. coli* during exponential growth phase, since the nucleoid is condensed during this phase, from Lioy et al. (2018). RNA-seq data was binned into 5,000 bp sized genomic bins, to match the structure of the 3C data. The correlation of pairwise expression between all unique bin pairs were computed and grouped according to the spatial proximity of the pair, respectively. Figure 6B shows the relation between spatial proximity of bins and their respective level of correlation in pairwise expression. Any relation between bins within +/−20 k bp of each other relative to genomic position was excluded to eliminate co-expression from operons and transcription-induced supercoiling gradients.

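For the expression side of this comparison, the values were summed into 925 bins of 5 kbp from bins that do not overlap, duplicates were averaged, and Pearson correlations were computed over the 5 phase means. The 3C data were not analysed here, and the table used here was mapped to BW25113, whereas the subtitle of Fig. 6B names MG1655. Over the 420905 pairs of bins more than 20 kbp apart, the mean correlation was 0.119, the median 0.175 and the quartiles −0.401 and 0.669. With only 5 phase means behind each correlation, single pairs spread widely, and 57.6% of them were above 0. The replicate 1 libraries alone gave a mean of 0.121 and the replicate 2 libraries alone 0.101 (SD 0.0143). The mean correlation fell with the linear distance between bins. It was 0.170 at 25 to 50 kbp, 0.167 at 55 to 100 kbp, 0.139 above 100 and up to 200 kbp, 0.134 up to 500 kbp, 0.130 up to 1000 kbp and 0.106 beyond. Without the growth phase at OD 2.0, an alternative chosen after the data were seen, the mean over all pairs more than 20 kbp apart was 0.0722.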

**Figure 6:**
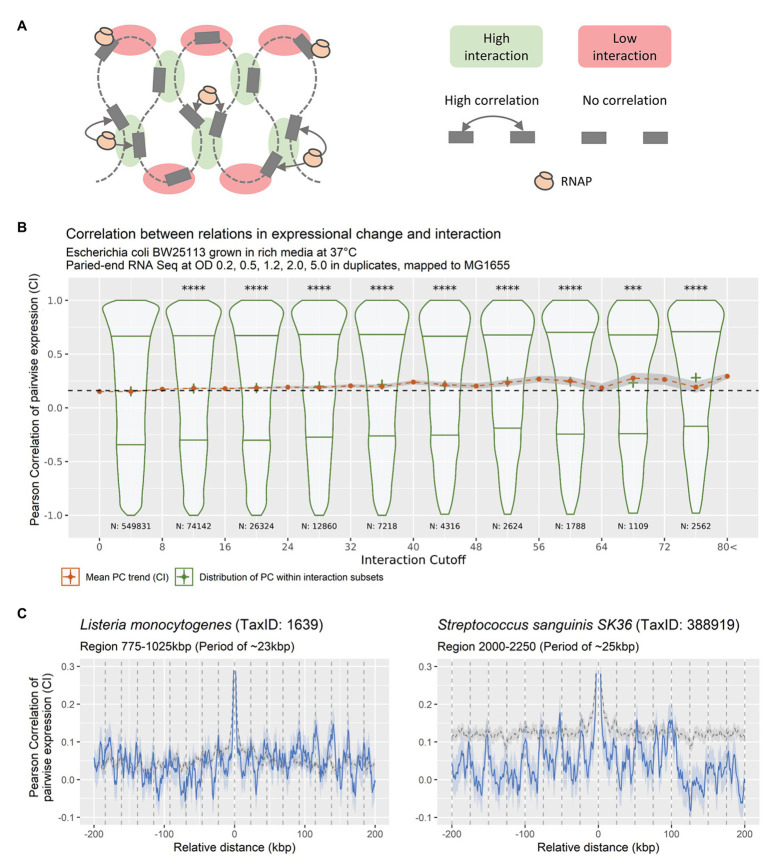
**(A)** Theoretical relation between DNA-DNA interaction frequencies and correlation of expression change between bins. If a local pool of RNAP is shared between spatially close genes, any changes to this pool will result in a coordinated response of the genes within the pool. **(B)** DNA-DNA Interaction relative to pairwise expression correlation (bin size 5 kbp), for DNA-DNA interactions of bins with a linear distance of more than 20 kbps. Violin-plots showing the distribution of expressional correlation for genomic positions grouped in eight distributions of inequal size according to increasing DNA-DNA interaction, with lower and upper quantiles and cross at mean (green distributions). Red dots at mean +/− confidence interval (95%) for expressional correlation grouped in 21 unequal-sized groups based on DNA-DNA. Stars indicate significance of distribution means being equal to the distribution with the lowest DNA-DNA interaction (^****^p < 0.00005 using a pair-wise Wilcoxon test, adjusting for multiple testing using Bonferroni, most were at *p* < 2e^−16^). **(C)** Averaged CPED-profiles showing mean and 95% confidence interval for true mean for data retrieved from NCBI GEO, mapped and analyzed locally. Gray dashed line indicates averaged CPED-profile for the entire genome. Blue solid line indicates averaged CPED-profile for the specific local regions as indicated in subtitle. Left panel: Data from BioProject PRJNA270808 (Tang et al., 2015), showing periodic patterns of ~23 kbp, within region 775–1,025 kbp of the Gram-positive *Listeria monocytogenes*. Right panel: Data from BioProject PRJNA381491 (El-Rami et al., 2018), showing periodic patterns of ~25 kbp, within region 2000–2,250 kbp of the Gram-positive *Streptococcus sanguinis SK36*.

The analysis shows a genome-wide increase in correlation of pairwise expression relative to the level of measured DNA-DNA interaction. That is, the more spatially close bins are, the more they correlate in pairwise expression. This indicates that bins in spatial proximity tend to change expression levels in a coordinated manner. The observation of similar patterns in distantly related species underlines the possibility of a fundamental mechanism, related to basic systems present in most if not all living systems. It further reduces the risk of observations being an experimental bias, and to the best of our knowledge no technical bias exists in RNA-seq analysis that could cause periodic patterns in co-expression.

## Discussion and Outlook

In this study, sinusoidal patterns of correlation of pairwise expression, co-expression, with respect to genomic distance were observed in RNA-seq data. The estimated frequencies of the sinusoidal patterns were not explainable by operon structure or transcription-induced supercoiling. Furthermore, no apparent effect of most common TFs, nucleoid associated proteins, or SFs was observed.

This led to the hypothesis that the observed patterns are due to supercoiled macro structures (of more than 20 kbps, excluding immediate transcription-induced supercoiling gradients). These structures lead to spatial clusters of genes, which are distant with respect to the linear genomic sequence, but proximal in space. Such spatial clusters could potentially share RNAP pools, in which induction of genes might increase the local concentration of RNAP and thus induce the expression of other genes in spatial proximity. Underlined by the observed link between correlation of pairwise expression and DNA-DNA interaction frequencies (Figure 6). We hypothesize that spatial positioning of genes in the three-dimensional structure of the nucleoid, possible through NAPs, plays a significant role in the regulation of gene expression *via* RNAP, due to transcriptional spilling.

The size of a regular sinusoidal DNA structure with 20 kpb loops would be able to go around an averaged sized *E. coli* cell, hence we do not propose a strict sinusoidal DNA structure of the regions with patterns. But rather local flowerlike plectonemic structures, were bins at specific distances are anchored together, with long stretches of less structured DNA in between (Krogh et al., 2018). Given a length of an *E. coli* cell during exponential growth is ~2–3 μm, with a genome size of ~4.6 mbp. The length of 1 bp DNA is ~3.4 Å (340 pm), making the genome ~1.564 μm long, or 500–800 times the length of the typical *E. coli* cell. A circular stretch of 20 kbp DNA would be ~6.8 μm in circumference, with a diameter of ~2.1 μm.

In the light of recent findings showing an inconsistency between regulatory TF networks and gene co-expression, there is a gap in the understanding of how cells adapt co-expression in changing environments (Larsen et al., 2019).

A plethora of mechanisms interact and interfere with transcription of genes within complex organisms such as a bacterium. Here, DNA-structure dependent transcriptional spilling might provide an explanation for observations that do not fit in the existing paradigm of transcription regulation. Central to environmental adaption and proliferation are changes to the nucleoid structure and expressional profile of prokaryotes (Dillon and Dorman, 2010). In this perspective a fundamental regulatory mechanism utilizing structure could represent a primordial way of handling stress for DNA based organisms. Perhaps transcriptional spilling is an original simple regulatory mechanism used before more advance regulatory circuits developed, but after structural proteins such as NAPs evolved. The impact of DNA-structure on regulation of transcription is further underlined by the effect spatial distance between genes encoding TFs and the corresponding regulatory gene targets have (Pulkkinen and Metzler, 2013).

By extension, if genes are positioned in an organized manner according to expression change, it potentiates the impact location will have on insertion of synthetic DNA into the chromosome. Indeed, position-specific effects on expression of chromosomal inserted synthetic DNA have been observed (Bryant et al., 2014; Sauer et al., 2016; Scholz et al., 2019). With up to 1.000-fold differences in expression based on genomic position, it is critical to assess the insertion of synthetic DNA, and transcriptional spilling may be an important mechanism to consider. This is further supported by reduced transferability of highly expressed genes and observed proportional relation between DNA-DNA contact frequencies and transcriptional level, which suggest that highly transcribed genes have a high degree of spatial organization (Park and Zhang, 2012; Lioy et al., 2018). Highly expressed genes would exert increased constrain on the conservation of the spatial structure, since high expression yields high spilling, and thus any uncontrolled spilling could cause unwanted gene induction. This is in line with experimental data, which show a good correlation between transcription activity and stability of looped DNA domains (Dillon and Dorman, 2010).

In an evolutionary perspective, the investigation of patterns in co-expression and genomic position may unveil evolutionary forces driving optimal gene insertion and deletion. Forces dependent on the organization and conservation of distances between genes and further explain the conservation of seemingly non-sense DNA such as pseudo‐ and phantom-genes. Such genes account for ~5% of the total gene pool (225 genes; Rogozin, 2002; Keseler et al., 2013; Goodhead and Darby, 2015). These genes may act as structural elements that help the cell adjust local transcriptional spilling, both reducing unwanted spilling by acting as inactive DNA-element without recruitment of RNAP or vice versa.

It may also explain why deletion of cryptic prophage elements in *E. coli* leads to decrease in resistance to osmotic stress and antibiotics (Wang et al., 2010). If transcriptional spilling significantly influences the expressional profiles of genes it might play an important role in nucleoid structure as an evolutionary driving force. Since integration of foreign DNA, that is not optimal with regards to transcriptional spilling, might influence the ability of quick adaption to changing environments and general proliferation.

Transcriptional spilling would be another constraint that should be considered when investigating chromosomal structural evolution. In addition, this may have implications for expression of recombinant proteins *via* chromosomal insertions and may also apply to large plasmids. Especially in an evolutionary timeframe or productional framework, it could have implications in adaption and productional output. Therefore, the mechanism is highly relevant for understanding basic prokaryotic and archaic genome evolution and for optimization of cell-lines used in synthetic biology.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153815.

## Author Contributions

All authors listed have made a substantial, direct and intellectual contribution to the work, and approved it for publication.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

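RNA-seq libraries of E. coli BW25113 grown in LB at 37°C were made in duplicates at OD600 0.2, 0.5, 1.2, 2.0 and 5.0. For the same growth phases, duplicate ChIP-seq libraries with antibodies against sigma70 and against the beta subunit of RNA polymerase were listed as summits, 20 libraries in all. The ChIP-seq input libraries, the 3C data and the data of other species were not analysed here.

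For RNA-seq, the authors mapped 2x75 bp paired-end reads to the BW25113 genome with Bowtie2 (local mode), counted fragments on 500 bp features with Rsubread, nulled bins with rRNA, tRNA and tmRNA, and normalized to fragments per 1,000,000 (FPM). The deposited table sums 2 adjacent features into bins of 1000 bp that start every 500 bp. The deposited values were divided by the sum over all bins of a library, in which each fragment counts in 2 bins, and multiplied by 1,000,000. Decimal marks were displaced in 84.6% of the values and were restored from the steps of 0.01 fragment in each library, from duplicates and neighbouring bins, and from the sums that overlapping bins share. The step of a library gave its depth outside the nulled bins, between 164623 fragments (OD 5.0, replicate 1) and 1690941 fragments (OD 0.2, replicate 1). The 180 bins at 0 in all 10 libraries were left empty, and the other 9070 were used.

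For ChIP-seq, the authors deposited the summits of narrow peaks that MACS2 called in each library, with a −log10 q at each summit. The paper's text does not describe how these peaks were called. The lists give no read counts, so that their depth is unknown.

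Changes in expression between growth phases were tested with limma 3.58.1 in R 4.3.3, on log2(value + 1), with an F test across the 5 phases and Benjamini-Hochberg adjustment at a threshold of 0.05, without a block for the replicate number. The tests fixed before the data were examined allowed for a table of whole counts. The values are not whole counts, so the test for normalized values was used. By a rule also fixed before the data were examined, the bins named are the 3 with the largest rise and the 3 with the largest fall from OD 0.2 to OD 5.0 among the bins past the threshold with both duplicates on one side. The same rule listed 11 genes of nucleoid associated proteins, sigma70 and the beta subunit. No annotation of the BW25113 build used for the table was at hand, so no bin was assigned to a gene, and these genes were left out. Fold values of the named bins were computed from pooled fragments with exact Poisson intervals at 95%, or against a limit of 3 fragments where less than 1 fragment remained. Intervals and limits cover counting error only.

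CPED-profiles, Lomb-Scargle periodograms and permutations were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Duplicates were averaged, Pearson correlations were taken over the 5 phase means, and profiles were averaged over windows of 400 kbp sliding at 5 kbp or over the named regions, for distances above 0.5 and up to 200 kbp on either side. Periods from 10 to 70 kbp were tested in steps of 0.25 kbp. PNmax was compared with 400 genomes in which single bins were shuffled, and in alternatives with genomes in which blocks of 20 kbp or 5 kbp were shuffled. In a comparison added after the data were seen, the same bins were correlated with stretches displaced by 400 kbp or more, with 766 displacements. Permutation p-values are one-sided unless stated otherwise. The smallest that 400 shuffled genomes can give is 0.0025.

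Summits were called shared when a summit of the other replicate lay within 200 bp, and were compared with 1000 random circular shifts, for which the smallest permutation p is 0.001. The mean correlation between bins within 500 bp of sigma70 summits and more than 20 kbp apart was compared with shifts of the same summits.

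The procedures were tested on simulated data. From a simulated table, itself drawn from the restored values, 99.9% of 92500 values were restored. In simulated values for the comparison of 5 growth phases with 200 of 9070 bins changed by 3 on the log2 scale, limma recovered 90.5% of the changed bins and called 15 unchanged bins. A period of 30 kbp planted in a stretch of a simulated genome was found at 29.75 kbp. For 20 simulated genomes with co-expression of neighbouring bins and no period, the closing section gives the share of windows above shuffled genomes.

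The alternatives covered the pseudocount, a filter on low values, the replicate block, each library and each growth phase left out, each set of replicates alone, 10 libraries as separate points, log2 values, Spearman correlation, the distances left out, the range of periods, bins that do not overlap, the window size, and the randomisation. The comparison of orientation upstream and downstream of transcription, the analysis of transcription factors and the grouping by 3C contacts were left out, as they need an annotation or data that were not used here.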

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

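The tests in this part were set before their results were seen.

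The paper does not report on the ChIP-seq libraries, and their summits are a signal in data that it did not analyse. Of the sigma70 summits of replicate 1, 56.5% lay within 200 bp of a summit of replicate 2 at OD 0.2, 92.4% at OD 0.5, 77.8% at OD 1.2, 94.2% at OD 2.0 and 83.9% at OD 5.0. Of the RNA polymerase beta summits of replicate 1, 61.7% were shared at OD 0.2, 69.8% at OD 0.5, 79.7% at OD 1.2, 69.2% at OD 2.0 and 24.3% at OD 5.0. After random shifts of replicate 2 along the chromosome, the median share lay between 0.935% and 11.9%. Each of the 10 shares was above all 1000 shifts (permutation p = 0.001, one-sided, the smallest possible, and 0.001 after Benjamini-Hochberg adjustment over the 10 comparisons). No input library was used as a control.

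These shares depend on how many summits each list holds. At OD 0.2, the sigma70 lists held 1047 summits in replicate 1 and 618 in replicate 2, and 95.6% of the summits of replicate 2 were shared. In the other direction, shares of replicate 2 lay farthest below those of replicate 1 for sigma70 at OD 5.0 (65.4%) and for RNA polymerase beta at OD 1.2 (53.8%) and at OD 2.0 (28.0% of 875 summits). The RNA polymerase beta lists at OD 5.0 held 267 and 302 summits with a median −log10 q of 2.13 and 4.32, the lowest medians of the 10 beta lists. Differences between ODs were not tested, and number of summits, peak strength and growth phase change together, so no order of the ODs is read from the shares.

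A technical explanation is that summits are shared only because of a few highly transcribed stretches. The tables argue against it as the whole cause for stretches other than those of rRNA, tRNA and tmRNA. Without the 10% of bins with the highest expression, the share was above all random shifts at 5 of 5 ODs for sigma70 and at 5 of 5 ODs for RNA polymerase beta. These are bins by mean expression over the growth phases. The bins nulled for rRNA, tRNA and tmRNA stand at 0, so summits there were not removed. For stretches of these genes the test cannot decide, and they are left out of the percentiles that follow. By expression at the same OD, the shared RNA polymerase beta summits lay at a median expression percentile of 93.3 at OD 0.2 and 90.5 at OD 0.5, against 80.6 to 85.2 at the other ODs and 63.5 to 71.6 for sigma70. Other technical explanations stay open, such as stretches that are enriched in any ChIP-seq library or peak calling settings, since the input libraries were not used here and the settings are not described in the paper's text. A biological explanation, binding of the polymerase at promoters, also stays open. Of the RNA polymerase beta summits found in both replicates, 93.9% lay within 500 bp of a sigma70 summit found in both replicates at OD 0.2, 92.9% at OD 0.5, 92.1% at OD 1.2, 87.8% at OD 2.0 and 83.1% at OD 5.0, against a median of 12.1% to 25.7% after random shifts. This overlap does not separate binding from stretches enriched in both antibodies.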

How the results depend on the processing

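Chosen after the data were seen were the comparison with displaced stretches, the values with decimal marks not restored, every second bin for the limma test, each growth phase left out for the 5 kbp bins, and the libraries thinned to equal depth. The other alternatives were chosen before the data were examined.

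The number of bins changed between growth phases stayed between 5237 and 6605 with each library left out, and was 5523 with a pseudocount of 0.1, 6129 with a pseudocount of 10 and 4989 of 5871 with bins of a mean of at least 10, against 6057 of 9070. The number of higher bins lay between 1830 and 2447 with each library left out. Of the bins changed under these settings, 5458, 5738 and 4738 were among the 6057. Every second bin gave 3030 changed bins, 1159 higher and 1016 lower at OD 5.0, because 4535 bins were tested. The number of lower bins lay between 1339 and 2166 with each library left out, the lowest without replicate 1 of OD 0.2. Where a library was left out, the lone library was assumed to vary like the other growth phases. The log2 changes of the named bins kept their sign and their side of the threshold in every alternative that tested them, and ranged from 8.98 to 11.13 for the bin at 1064001 and from −8.66 to −3.89 for the bin at 2800001. The lowest correlation between duplicates, 0.913, was 0.826 with a pseudocount of 0.1 and 0.962 with a pseudocount of 10.

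With the replicate number as a block, 5866 bins changed, 5763 of them among the 6057. The replicate numbers do not pair the libraries. The correlation of replicate 1 minus replicate 2 between growth phases ranged from −0.137 to 0.176, and 1 of 10 pairs of phases was above 0.1. The alternative on whole counts (edgeR or DESeq2) was not run, since the deposited values are not whole counts. The alternative with no bins left empty was not run, since these bins are already at 0 in the table. The downstream against upstream comparison was not run, since it needs an annotation. Leaving out a library gives no correlation between duplicates for its phase.

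The share of windows above shuffled genomes depended on the randomisation. It was 99.7% with single bins shuffled, 0% with blocks of 20 kbp and 2.27% with blocks of 5 kbp. Against displaced stretches it was 2.6%, and 8.87% with distances of 20 kbp or less left out of both. With every second bin it was 45.0%. Under the other 26 alternatives, all with single bins shuffled, it lay between 90.9% and 100.0%, with the lowest value without the phase at OD 5.0. The cause of the lower shares was not tested beyond the tests given in the last part.

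The period at 0–200 kbp, 33.75 kbp, ranged from 15.5 to 41.5 kbp with each library left out, the lowest without replicate 2 of OD 2.0. It was 42 kbp with replicate 2 alone, 41.25 kbp with 10 libraries as separate points, 41 kbp without the phase at OD 0.2, 15.5 kbp without the phase at OD 1.2, 41.5 kbp without the phase at OD 5.0, 15.25 kbp with log2 values and 15.5 kbp with bins of a mean below 10 left empty. The period in the terminus, 40.5 kbp, was 41 kbp with 10 libraries as separate points, 40 kbp without the phase at OD 1.2, 40 kbp with Spearman correlation, 41.25 kbp with periods up to 100 kbp, 41 kbp with decimal marks not restored, 32.5 kbp with bins of a mean below 10 left empty and 46.25 kbp with every second bin. The period of region 800–1,050 kbp, 42.25 kbp, was 41.5 kbp without the phase at OD 2.0 and 41 kbp with bins of a mean below 10 left empty. In the other 24 alternatives it lay within 0.53 kbp (1 SD between sets of replicates). The cause of these changes was not tested. The period of the region starting at 3,000 kbp lay between 24.5 and 25 kbp in all 26 alternatives, and the distance of decay between 9 and 9.5 kbp in all 23.

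The permutation p of the region starting at 3,000 kbp was 0.0025 with single bins shuffled, the smallest possible, and 0.367 with blocks of 20 kbp and 0.284 with blocks of 5 kbp. A share of 0.192 of the displaced profiles was as high, and 0.0821 with distances of 20 kbp or less left out. For region 800–1,050 kbp, the permutation p was at most 0.0424 in 30 alternatives, the highest with blocks of 20 kbp.

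The difference between the highest and the lowest period of the expression classes, 9.75 kbp, ranged from 8.5 to 10.25 kbp with each library left out. It was 21 kbp without the phase at OD 0.2, 10.25 kbp without the phase at OD 1.2, 10.25 kbp with Spearman correlation, 3.25 kbp with bins of a mean below 10 left empty (which empties the lowest class), 22.75 kbp with every second bin, 9 kbp with decimal marks not restored and 9 kbp with classes cut within the region. The lowest class gave 33.75 to 34.25 kbp in the 26 alternatives that had it, and the second class 20 to 44 kbp.

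The mean correlation of 5 kbp bins, 0.119, ranged from 0.0999 to 0.127 with each library left out. It was 0.101 with replicate 2 alone, 0.133 without the phase at OD 1.2, 0.0722 without the phase at OD 2.0 and 0.139 without the phase at OD 5.0. The cause was not tested.

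The shares of ChIP-seq summits within replicates were above all random shifts with 100 bp, with 500 bp and with the upper 25% of scores, and ranged from 19.9% to 95.9%. The mean correlation at sigma70 summits minus its median after random shifts, 0.00046 (two-sided permutation p = 0.94), was −0.0241 (two-sided permutation p = 0.02) with summits found at every OD, which are fewer. With each library left out it ranged from −0.00465 to 0.00484. It was −0.00073, −0.00432 and −0.00465 without replicate 2 of OD 0.5, of OD 1.2 and of OD 5.0, with two-sided permutation p from 0.38 to 0.92.

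Depth limits the phase at OD 5.0 most. At OD 5.0, 1 fragment is worth 3.04 and 2.27 FPM in the duplicates, and 1417 and 1103 of the 9070 bins were listed at 0. With every library thinned to the depth of the shallowest in 20 draws, the periods lay between 41.5 and 42.5 kbp for region 800–1,050 kbp and between 24.75 and 25 kbp for the region starting at 3,000 kbp. The ChIP-seq lists carry no depth.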

Differences from the paper's values

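Chosen after the data were seen were the comparison of breaks and the setting without the phase at OD 5.0 for the 5 kbp bins.

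The mean correlation of 5 kbp bins more than 20 kbp apart was 0.119, whereas the dashed line of Fig. 6B lies at about 0.16, read by eye, in the paper. The figure's subtitle names MG1655, and the table used here was mapped to BW25113. All 13 alternatives set before the data were examined also differ from the paper's value, and they ranged from 0.0999 to 0.127. With the phase at OD 5.0 left out, an alternative chosen after seeing the values, it was 0.139, which is closer and still below.

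Breaks between stretches of like period were compared with 8 breaks read by eye from Fig. 2. The nearest end of a stretch of at least 150 kbp lay to the right of the paper's break in 8 of 8 cases, by 42.5 kbp or more. For example, the end at 807.5 kbp stands beside a break at about 710 kbp, read by eye in Fig. 2. When jumps of any length counted as breaks, including single windows, the nearest lay to the right in 6 cases and to the left in 2. Both rules were written after the map had been compared with the figure by eye, and the nearest break need not be the same break.

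The paper defines PNmax as −log(p-value), whereas the values given here are the normalised power of the Lomb-Scargle periodogram. They are therefore not set against the paper's PNmax values.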

Other observations

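Chosen after the map of periods had been seen were the tests with displaced stretches and displaced maps, of equal depth, without bins at sigma70 summits, on simulated genomes, and on maps of genomes with blocks shuffled. The values expected on the last were written down after the PNmax of the shuffled windows had been seen. For the other tests of explanations, what each would show was written down before its own result was seen.

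The first pattern is the share of windows above shuffled genomes, 99.7%. Shuffling single bins also removes the co-expression of neighbouring bins, which falls over several kbp. If this co-expression were the cause, the share would be near 5% once it is kept. With blocks of 20 kbp shuffled, the share was 0%, below that level, and the shuffled windows had a median PNmax of 55.3 against 42.2 in the real ones. If the autocorrelation of expression along the chromosome, on both sides of the comparison, were the cause, the share of windows above their own displaced profiles would be near 5%. It was 2.6%, and 8.87% with distances of 20 kbp or less left out. In 20 simulated genomes with neighbouring bins co-expressed and no period, between 97.1% and 100.0% of the windows lay above genomes with single bins shuffled, and between 0% and 21.1% (median 6.76%) above their own displaced profiles. The setting with distances of 20 kbp or less left out was not simulated. Their median PNmax was between 38.5 and 55.8. Neighbouring co-expression therefore may account for this share without a period, and a periodic structure of the whole map is not excluded but is not needed for it.

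The second pattern is the periodic CPED-profile of region 800–1,050 kbp. The tables argue against explanations by duplicates, by a single growth phase and by depth. Variation between duplicates would part the periods from the sets of replicates, and the one farther from the averaged data was 41.75 kbp. A single growth phase would move the period when left out, and the value farthest from 42.25 kbp was 41.5 kbp. With depth made equal, 0 of 20 draws had a period more than 10% away. Without the 166 bins of the region at sigma70 summits, the period was 42.5 kbp. Bins at sigma70 summits stayed in as partners at every distance, so this test cannot exclude their co-expression. What stays open is the co-expression of neighbouring bins and the autocorrelation on both sides of the comparison, together with the choice of the strongest stretch. The permutation p of the region was 0.0424 against blocks of 20 kbp shuffled, and a share of 0.0169 of its displaced profiles had as high a PNmax, but these values do not allow for the choice of the region and so exclude neither. The window with the highest PNmax of the map is centred at 1000 kbp, within this region. A share of 0.326 of the displaced maps held a window at least as high (0.115 with distances of 20 kbp or less left out), as did a share of 0.89 of the maps of genomes with blocks of 20 kbp shuffled. Choosing the strongest window of the map may thus account for the PNmax of that window, 123. The maps of genomes with blocks shuffled ran higher than the real one, with a median highest PNmax of 161. The share of 0.89 alone therefore does not decide this. The PNmax of the region itself, 143 from a profile of 250 kbp, was not set against such maps. Whether the choice accounts for it therefore stays open. A nucleoid structure with this period, which the paper proposes, stays open as well and was not tested.

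The third pattern is the periodic CPED-profile of the region starting at 3,000 kbp. Its strength differed between the duplicates, with a PNmax of 113 in replicate 1 and 48.8 in replicate 2, and variation between duplicates is argued against for the period only. The period did not depend on the duplicates (24.75 kbp for the set of replicates farther from the averaged data), on a single growth phase (25 kbp for the phase that moved it most) or on depth (0 of 20 draws more than 10% away). Without the bins of the region at sigma70 summits it was 24.75 kbp. Such bins stayed in as partners, so their co-expression is not excluded. The co-expression of neighbouring bins within 20 kbp stays open, with a permutation p of 0.367 against genomes with blocks shuffled, as does autocorrelation on both sides of the comparison, with a share of 0.192 of displaced profiles as high. Either may account for its PNmax. Windows of the genomes with blocks shuffled had a higher median PNmax (55.3) than the real windows (42.2), so the permutation p from them cannot rule out a period.

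Bins within 500 bp of sigma70 summits found in both replicates at any OD had a mean correlation of 0.0705 with each other beyond 20 kbp, against a median of 0.0701 after random shifts (one-sided permutation p = 0.47). With the 392 summits found at every OD, the mean correlation was 0.0454 against 0.0695, below most shifts (one-sided permutation p for a lower value = 0.01).

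The 10 bins with the highest values took 35.6% and 36.1% of the summed values, in which each fragment counts in 2 bins, in the duplicates at OD 5.0, against 7.12% to 14.7% in the libraries of the other growth phases.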
